# Widespread Traces of Lytic Kaposi Sarcoma-Associated Herpesvirus in Primary Effusion Lymphoma at Single-Cell Resolution

**DOI:** 10.1128/MRA.00851-20

**Published:** 2020-11-05

**Authors:** Nicole C. Rondeau, Michael O. Finlayson, JJ L. Miranda

## Abstract

Cancer cells of primary effusion lymphoma (PEL) often contain both Kaposi sarcoma-associated herpesvirus (KSHV) and Epstein-Barr virus (EBV). We measured the interplay of human, KSHV, and EBV transcription in a cell culture model of PEL using single-cell RNA sequencing. The data detect widespread trace expression of lytic KSHV genes.

## ANNOUNCEMENT

Immortalized cell lines derived from primary effusion lymphoma (PEL) positive for both Kaposi sarcoma-associated herpesvirus (KSHV) and Epstein-Barr virus (EBV) serve as tractable systems for studying transcriptional host-pathogen interactions. We grew BC-1 cells (1) in culture (2) and processed log-phase samples for single-cell RNA deep sequencing (scRNA-seq) with Gel beads in EMulsion microfluidic (GEM) technology (3) using a Chromium Single Cell 3′ Library & Gel Bead Kit v2 (10X Genomics, Pleasanton, CA). 

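BC-1 is an established B-cell line from a PEL that carries both KSHV and EBV. Data from 2 untreated replicate cultures were analysed, with 2874 cells in replicate 1 and 2925 cells in replicate 2. Each value was a whole-number count of 1 human gene or viral feature set in 1 cell, after the authors had removed cells with extreme metrics and adjusted the counts for cell depth. The adjusted total per cell had a median of 55217 counts (range, 48668 to 56875) in replicate 1 and 28467 counts (range, 27200 to 29961) in replicate 2, a ratio of 1.94. Depth was therefore levelled within each replicate but not between the replicates. The files listed 15090 human genes and 43 viral feature sets for replicate 1, and 14166 and 31 for replicate 2. KSHV sets were named by their percentages in Table 1. Each listed feature was present in at least 4 cells of replicate 1 or 5 cells of replicate 2. A cell with at least 1 count of a transcript was called positive. Shares of cells carry exact Clopper-Pearson 95% intervals, which cover counting error only. With 1 condition, no test between groups was made. The data hold no cell type expected to lack the viruses, so the share of positive cells that free RNA in the droplets would give was not measured.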

The experiment was repeated twice with two independent biological replicates that each yielded ∼400 to 700 million paired-end reads of 28 to 101 nucleotides.

We built a bioinformatics pipeline to simultaneously measure human and viral transcription. Reads were demultiplexed and aligned using Cell Ranger (10X Genomics). A custom genome reference was created by appending the viral genomes of EBV (4) (GenBank accession number NC_007605.1) and KSHV (5) (GenBank accession number U75698.1) to the human genome GRCh38. Reads aligning to viral genomes were assigned to features using a heuristic algorithm implemented in Python (https://github.com/jjmirandalab/scrnaseq). Feature definitions were obtained from a published EBV annotation (6) (https://github.com/flemingtonlab/public/blob/master/annotation/chrEBV_B95_8_Raji.ann) and downloaded from the KSHV reference (5) (GenBank accession number U75698.1). First, each virus-mapping read was assigned the union of all RNA genome features its alignment overlapped with. Second, each molecule was assigned the intersection of all feature assignments from reads with its corresponding unique molecular identifier (UMI). If any molecule mapped to multiple genomes, it was excluded. Finally, for each unique set of features assigned to a molecule, counts were recorded for each cell. Cells were filtered using R scripts (https://github.com/jjmirandalab/scrnaseq). Distributions of cell quality metrics were modeled as log-normal for the total UMI count, log-normal for the proportion of expression from mitochondrial genes, and normal for the number of genes detected. Cells with extreme metric values were then identified according to the fit distributions. Data between samples were normalized with sctransform (7). “Sample” was included as the “batch_var” parameter.

Earlier RNA-seq methods only measured expression of exon regions that did not overlap another transcript (8, 9); our approach discards less data. Approximately 20% of the feature sets we count correspond to potentially overlapping transcripts that would have previously been ignored. 

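Of 45 listed viral feature sets with a count in either replicate, 7 held more than 1 feature, which is 15.6% (95% interval, 6.49 to 29.5%). They made up 3 of the 8 EBV sets and 4 of the 37 KSHV sets. The most frequent joined the EBV transcripts A73, BARF0, and RPMS1, which share the BamHI A region, and was present in 29.8% of cells in replicate 1 and 30.4% in replicate 2. The set that joined vIL6 and ORF 2 was present in 2.30% and 1.09% of cells. One set of replicate 2 joined 23 KSHV features. The 7 sets held 0.520% of all viral counts.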

Comprehensive profiling instills more confidence in our interpretations.

Preliminary analysis of our scRNA-seq data reveals an unexpected plethora of lytic KSHV transcripts. Herpesviruses switch between a transcriptionally quiescent latent state and a reactivated lytic state. Genes were classified as latent or lytic based on expression timing (10, 11). For EBV, we detected only latent genes. 

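EBV counts were sparse, at 0.000933% of all counts in replicate 1 and 0.00182% in replicate 2. The set of A73, BARF0, and RPMS1 was present in 30.1% ± 0.382 of cells (SD, n = 2 replicates). With each cell thinned to 27777 counts, its share was 17.4% in replicate 1 and 30.8% in replicate 2, and the intervals no longer overlapped. EBER-2, a noncoding RNA made by RNA polymerase III, was detected in 4.42% of cells in replicate 1 (95% interval, 3.70 to 5.24%) and 6.56% in replicate 2 (5.69 to 7.52%). How well the library kit captures this RNA was not measured, so a cell without a count may still hold it. EBNA-1 from the Q promoter, the episome maintenance protein, was present in 1.15% (0.792 to 1.61%) and 0.444% (0.237 to 0.759%) of cells. The other 5 EBV sets each stayed below 1% of cells. Among them were 2 sets of genes classed as lytic here, not by the paper, BALF3 in 9 and 5 cells of the 2 replicates and BARF1 in 5 cells of replicate 1, while BARF1 was not listed for replicate 2. A further pair of sets joined features of both classes, BKRF2 with EBNA-1 in 5 and 6 cells, and BNRF1 with LMP-2A and LMP-2B in 5 and 5 cells. Neither lytic set reached 1% of cells in either replicate.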

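KSHV transcripts made up 0.204% of all counts in replicate 1 and 0.235% in replicate 2. LANA, which tethers the viral episome to host chromatin, was present in 99.9% and 99.7% of cells, at a median of 44 and 35 counts per cell (mean, 77.4 and 55.2). The viral interleukin-6 homolog vIL6, which the paper classes as latent, was present in 98.7% (95% interval, 98.2 to 99.1%) and 91.0% (89.9 to 92.1%) of cells, at a median of 10 and 4 counts per cell. The cyclin D homolog vCyclin was present in 2.12% and 1.91% of cells, and after thinning to equal totals in 0.974% (0.648 to 1.41%) and 1.96% (1.44 to 2.60%). A cell without a vCyclin count may still hold its RNA, since how well the library kit captures it was not measured. Table 1 keeps only transcripts that reached 1% of cells in 1 replicate or both, so its 14 lytic transcripts meet that limit by selection. All 14 met it in replicate 1, and 9 met it in replicate 2. ORF 2, of unknown timing, was present in 6.16% and 2.39% of cells.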

For KSHV, we detected both latent and lytic genes (Table 1). Transcription of the lytic Open Reading Frames 16, K9, K4, 54, 45, and 75, as well as the lytic polyadenylated nuclear RNA PAN gene, can each be found in ∼5 to 50% of cells. 

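ORF 16, which encodes the viral Bcl-2 homolog, was the most widespread lytic transcript, in 38.4% ± 10.1 of cells (SD, n = 2 replicates). ORF K9, the viral interferon regulatory factor vIRF1, was present in 29.0% ± 13.1 of cells, and ORF K4, a viral chemokine, in 13.2% ± 4.60. The nuclear noncoding RNA PAN was present in 11.5% ± 6.73 of cells, the dUTPase ORF 54 in 8.93% ± 2.96, and the tegument proteins ORF 75 and ORF 45 in 7.73% ± 2.80 and 7.70% ± 3.88. The lowest of these 7 in any replicate was ORF 45, at 4.96% (95% interval, 4.20 to 5.81%) in replicate 2. The other 7 lytic transcripts were present in 1.08% to 5.81% of cells in replicate 1 and 0.171% to 2.84% in replicate 2. All 14 were more frequent in replicate 1, and 13 by more than their intervals. Replicate 1 also had the larger totals. After thinning to equal totals, of the 14 only ORF 47, ORF K9, and PAN were still higher in replicate 1 beyond the intervals, and ORF 16 was lower there, at 26.5% against 32.1%.

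**Figure D1:**
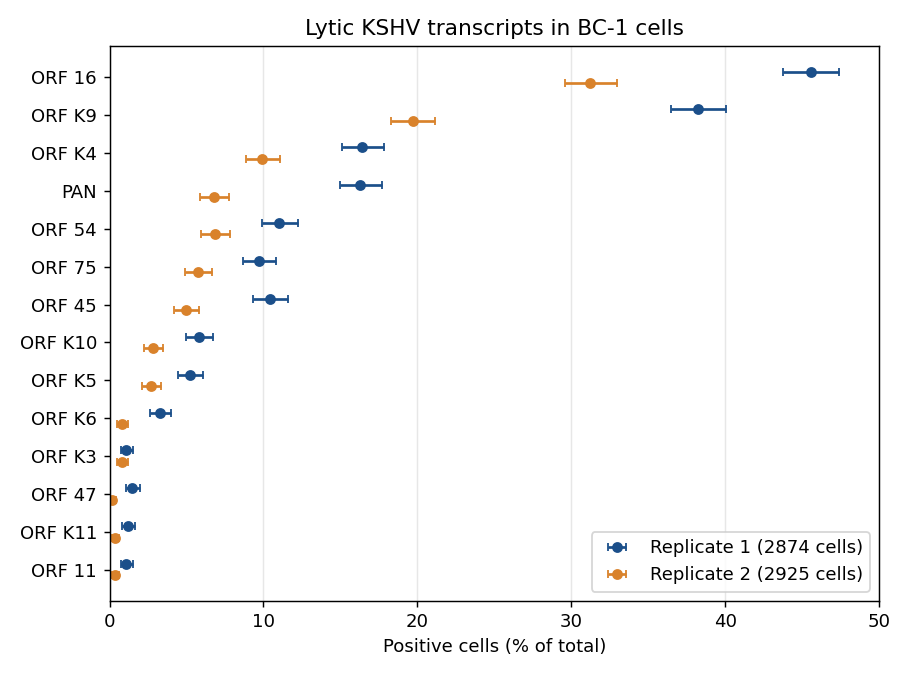
Positive cells (% of total, x axis) for each of the 14 lytic KSHV transcripts (y axis) in both replicates. Points are shares without thinning and bars are exact 95% intervals; ORF 16 lies at 45.6% in replicate 1 and 31.2% in replicate 2.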

While we usually detected more than 1 count in each cell for the latent genes LANA and vIL6, lytic genes appear with only 1 count most of the time. 

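Among positive cells, only 0.174% in replicate 1 and 0.411% in replicate 2 held a single LANA count, and 2.93% and 14.8% held a single vIL6 count. The share of positive cells with 1 count lay between 63.1% (ORF K9) and 90.4% (ORF K10) for the lytic transcripts in replicate 1. In replicate 2 it ranged from 70.0% for ORF 11, with only 10 positive cells, to 100.0% for ORF 47 and ORF K11. The median over the 14 lytic transcripts was 86.3% ± 1.09 (SD, n = 2 replicates). For 12 of them, the whole interval lay above 50% in both replicates. The exceptions, ORF 11 and ORF 47, had too few positive cells in replicate 2. The largest values were far higher, with up to 4363 counts of ORF 16 and 3499 counts of PAN in 1 cell.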

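Summed over the 14 lytic transcripts, at least 1 count was present in 81.4% of cells in replicate 1 (95% interval, 79.9 to 82.8%) and 61.6% in replicate 2 (59.8 to 63.4%). At least 2 lytic counts were present in 55.7% and 28.4% of cells. Of the lytic-positive cells, 57.8% and 83.1% held 1 or 2 lytic counts. Without ORF 16 and ORF K9, the share of positive cells was 53.7% and 33.5%. After thinning to equal totals, the share with a count of any of the 14 was 61.7% and 62.1%, so the gap between the replicates was no larger than the counting error. A lytic count was present in 69.9% of the fifth of cells with the fewest genes detected and 90.4% of the fifth with the most in replicate 1, and in 52.1% and 72.2% in replicate 2. At the other extreme, 6 cells of replicate 1 and 5 cells of replicate 2 held at least 100 lytic counts each. From the lytic transcripts in these data, the paper states that they are unexpectedly plentiful.

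**Figure D2:**
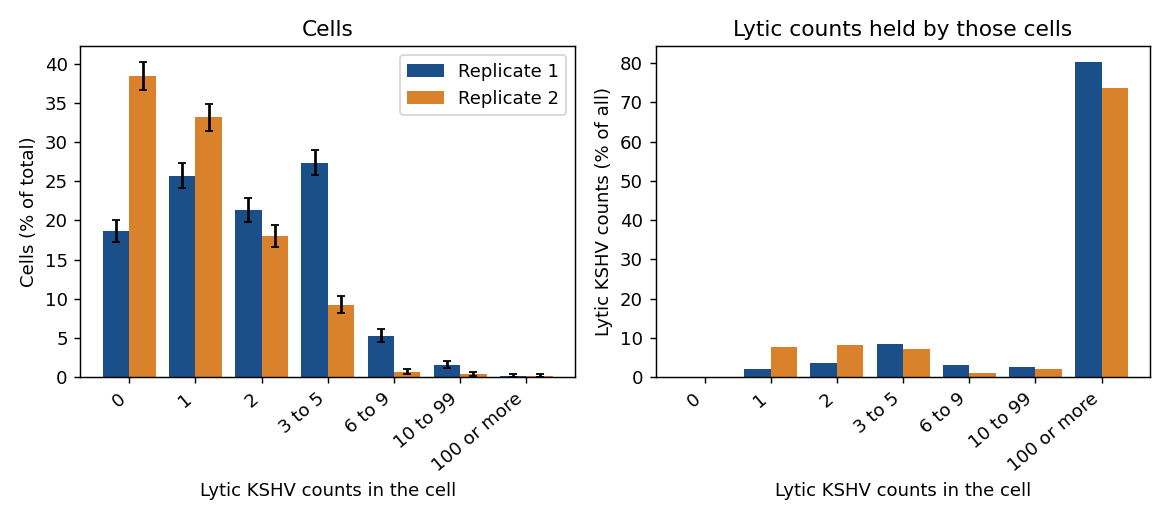
Cells (left, % of total, with exact 95% intervals) and lytic KSHV counts (right, % of all in the replicate) by the number of lytic counts in the cell. Cells with 100 or more are 0.209% and 0.171% of cells and hold 80.3% and 73.6% of lytic counts.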

Greater than 50% of cells contain these trace levels of lytic RNA. In contrast, ∼98% of BC-1 cells are thought to harbor latent KSHV because lytic protein is not detected (12). Although more detailed analysis is required, our observations prompt a thoughtful redefinition of a “latent” transcriptome.

**TABLE 1:** Detection of KSHV and EBV transcripts in BC-1 PEL cells with scRNA-seq

Transcript	Positive cells (% of total)^*a*^		Cells with 1 count (% of positive)	
	Replicate 1	Replicate 2	Replicate 1	Replicate 2
EBV latent				
A73, BARF0, RPMS1^*b*^	29.8	30.4	69.7	71.7
EBER-2	4.4	6.6	95.3	97.4
EBNA-1 Q_p_	1.1	0.4	97.0	100.0
KSHV latent				
ORF K2 vIL6	98.7	91.0	2.9	14.8
ORF 72 vCyclin	2.1	1.9	98.4	94.6
ORF 73 LANA	99.9	99.7	0.2	0.4
KSHV lytic				
ORF 11	1.1	0.3	80.6	70.0
ORF K3	1.1	0.8	83.9	87.0
ORF K4	16.4	9.9	76.7	85.5
ORF K5	5.2	2.7	83.3	87.2
ORF K6	3.3	0.8	87.2	82.6
ORF 16	45.6	31.2	70.4	80.5
ORF 45	10.4	5.0	87.7	94.5
ORF 47	1.5	0.2	88.1	100.0
ORF 54	11.0	6.8	71.6	75.5
ORF K9	38.2	19.7	63.1	81.1
ORF K10	5.8	2.8	90.4	97.6
ORF K11	1.2	0.3	88.2	100.0
ORF 75	9.7	5.7	90.0	93.5
PAN	16.3	6.8	87.2	92.9
KSHV unclassified				
ORF K2 vIL6, ORF 2^*c*^	2.3	1.1	95.5	87.5
ORF 2^*d*^	6.2	2.4	90.4	98.6

a Only transcripts present in at least 1% of cells in at least one replicate are shown.

b The union of transcripts could be assigned to multiple genes, but all components are latent.

c The union of transcripts contains one component of unknown expression timing.

d The expression timing of this transcript is not known.

### Data availability.

Our data have been deposited in the NCBI Gene Expression Omnibus (13, 14) under accession number GSE154900.

How the deposited data were processed for this re-analysis (not part of the article)

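Single-cell RNA-seq of 2 replicate BC-1 cultures was analysed from the deposited matrices of genes by cells. The authors aligned reads with Cell Ranger to GRCh38 (hg38 in the submitters' processing notes) joined to the EBV and KSHV genomes, with the Cell Ranger version not given in the sources used here. They assigned viral molecules to feature sets, removed cells with extreme metrics, and applied sctransform with the sample as batch. The deposited values are these normalized counts as whole numbers, so they are scores on a count scale and not raw counts. The design had assumed counts; no count model was used. The adjustment can move a raw count across the border between 1 and 2 or between 0 and 1. Nothing in the sources used here says how doublets were treated, and none were removed here.

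EBV features are named in the files, while KSHV features carry protein accessions, and PAN its coordinates. A KSHV set received a name of Table 1 where all 4 percentages of the table matched at 1 decimal, and each of the 19 KSHV entries matched exactly 1 set. The KSHV percentages of Table 1 therefore match by construction. The EBV entries were found by the same match, and the sets found carry the corresponding EBV names, so the 12 EBV percentages are checked by name. EBV features other than EBER, EBNA, LMP, A73, RPMS1, and BARF0 were taken as lytic from textbook knowledge, which is not the paper's own classification. The other 18 KSHV sets have no name here and were not classed as latent or lytic.

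Positive cells, cells with 1 count, and summed lytic counts were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and odds ratios with statsmodels 0.14.6. Thinning drew 27777 counts without replacement from each cell, the 10th percentile of totals over both replicates, and left out 576 shallower cells of replicate 2 and none of replicate 1. It acts on adjusted counts, not on UMIs. Thinning, odds ratios, and intervals were tested on simulated data. The design, the human gene lists, and the alternatives, apart from 2 described as chosen later, were set before the data were examined. Alternatives covered the cells that enter, the depth, the counts that make a cell positive, the sets and transcripts counted, the detection threshold, and each replicate left out. Named items are the transcripts of Table 1, EBV sets, up to 4 members with the highest mean of each list, and the 10 human genes whose detection differed most, in the same direction in both replicates, between cells with and without a lytic count. Sets in under 1% of cells, and the genes TNFRSF17 and JCHAIN, were named after their values were seen.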

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

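The limit of 100 lytic counts and the test on over-represented transcripts, with its repeats over single cells, were chosen after the counts were seen; the PAN, co-detection, and thinning tests were set before.

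Lytic counts were concentrated in a few cells, which the paper does not report. The 6 cells of replicate 1 with at least 100 held 80.3% of its lytic counts, and the 5 cells of replicate 2 held 73.6%. Their median LANA count was 1530 against 44 in the other cells of replicate 1, and 555 against 35 in replicate 2.

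Free RNA from such cells is a candidate source of single counts elsewhere. The PAN test and the test on over-represented transcripts assume that it would keep the transcripts in 1 ratio, which was not measured. ORF 45, ORF K9, ORF K10, ORF K11, and ORF 75 were picked as over-represented in cells of replicate 1 with 1 or 2 lytic counts, so only replicate 2 tests them. There, the mix of the 1% of cells with the most lytic counts, scaled on ORF 16, accounts for 4.14% of their 715 counts in such cells (24.9% for ORF 45), and for 3.44% to 4.96% with any 1 of its cells left out, although 1 cell holds 62.4% of the mix. Each of the 5 strongly lytic cells taken alone gives 0.353% to 5.48% (at most 18.5% in replicate 1). Under the assumption of 1 ratio, this argues against these cells as the source. The other cells of that 1% give 44.2% in replicate 2 and 82.2% in replicate 1, so RNA from them or from cells not analysed here stays open. ORF K9, ORF K10, ORF K11, and ORF 75, over-represented in both replicates, were present in 46.3% and 26.1% of cells.

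For the other 9 transcripts, that 1% of cells, the strongly lytic ones included, stays open as a source. The values do not settle it, since they lie both far below and far above the observed counts. The same scaling accounts for 74.9% and 19.3% of ORF 54 counts in replicates 1 and 2. For ORF 47, with only 10 and 4 counts, it accounts for 20.0% and 2.81%. ORF 16 sets the scale. In replicate 1, the rest lie at 70.1% (ORF K4), 147% (ORF K5), 305% (ORF K3), 321% (ORF K6), 383% (PAN), and 593% (ORF 11). ORF 11 and ORF K3 had only 6 and 10 observed counts there. All but ORF K4 thus exceed what was seen, so 1 ratio scaled on ORF 16 does not hold for them in replicate 1. In replicate 2, the rest lie between 33.4% (ORF K5) and 155% (ORF 11, with 5 counts), and only ORF 11 exceeds what was seen. PAN made up 9.68% of lytic counts in cells with 1 or 2 and 38.2% in that 1% of cells in replicate 1 (3.95-fold), and 6.77% and 10.0% in replicate 2 (1.48-fold), on both sides of the 2-fold limit. Free RNA spread evenly and low independent transcription both predict that ORF 16 and ORF K9 are detected independently, with an odds ratio of 1. Within deciles of total counts their odds ratio was 1.14 (95% interval, 0.978 to 1.33) in replicate 1 and 0.811 (0.662 to 0.994) in replicate 2. The limit set before for evenly spread free RNA, at most 1.1 in both replicates, was met in replicate 2 alone. Totals were levelled within each replicate, so their deciles separate cells little by depth. A repeat within groups of genes detected, not set before, gave 1.09 (0.935 to 1.27) and 0.807 (0.659 to 0.988). Replicate 2 lies below an odds ratio of 1, for a reason not tested, and the 2 explanations cannot be told apart. Cells that the authors removed were not analysed here, the effect of the adjustment on single counts was not tested, and with 1 condition no biological explanation was tested.

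The share of cells with a lytic count was 19.8 percentage points higher in replicate 1. Thinning to equal totals left -1.95% of this difference, consistent with the larger totals of replicate 1 as its cause. This does not extend to each transcript. ORF 47, ORF K9, PAN, and the latent vIL6 (94.7% against 89.7%) stayed higher in replicate 1 beyond the intervals. EBER-2 (2.26% against 6.43%), vCyclin, ORF 16, and the set of A73, BARF0, and RPMS1 (17.4% against 30.8%) were lower there.

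The EBV genes BALF3 (9 and 5 cells) and BARF1 (5 cells of replicate 1), classed as lytic here, and 18 KSHV sets outside Table 1, each in at most 0.905% of cells, had counts that the paper does not discuss.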

How the results depend on the processing

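The share of cells with a lytic count, 71.5% on average, stayed within 1 SD of the replicates (14.0) when cells were trimmed by total, thinned (61.9%), or every set with the transcript was counted. It also did in 2 alternatives chosen after seeing the data, with the 18 unnamed KSHV sets added or the strongly lytic cells left out. Those 2 involve few cells and could hardly move the share, so they do not bear on the source of the lytic counts. The share was 42.1% at 2 counts or more and 43.6% without ORF 16 and ORF K9, so its value in replicate 2 fell below 50% in both. The median share with 1 count, 86.3%, was 90.3% in trimmed cells and 87.4% after thinning. Overlapping sets, 15.6% of all sets, were 9.09% of the sets in at least 1% of cells, and they held 0.520% of viral counts. The number of lytic EBV sets, 0 at 1% of cells, was 2 at 0.1%. The 14 lytic KSHV transcripts reached 1% of cells in 1 replicate or both by the selection of Table 1. Of them, 10 remained after thinning, and 9 to 14 were counted with 1 replicate left out. Of 22 transcripts, the share of positive cells moved by over 1 SD for 2 in trimmed cells, 4 after thinning, and 20 at 2 counts. Each SD is over 2 replicates with unlike totals, so a shift within it can be large. On thinning, ORF 16 fell from 45.6% to 26.5% of cells in replicate 1, and its mean stayed within its SD of 10.1. The set of A73, BARF0, and RPMS1 moved in trimmed cells with a change of mean from 30.1% to 31.2% (SD, 0.382). The alternatives that need names for all KSHV sets were not run. No paired analysis was possible because there is 1 condition. The cause of these changes was not tested beyond their construction.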

Differences from the paper's values

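All 88 percentages of Table 1 matched at 1 decimal, which for KSHV follows from how the sets were named. For overlapping feature sets, the paper's value is approximately 20% and the value here 15.6%. Sets in fewer than 4 cells of replicate 1 or 5 cells of replicate 2 are not listed here, so the 2 values may not count the same sets. The paper gives greater than 50% of cells with trace lytic RNA, and the values here were 81.4% and 61.6%. The paper states that latent genes alone were detected for EBV. The files also list BALF3 in 9 and 5 cells and BARF1 in 5 cells, which are classed as lytic here and not by the paper, and neither reached 1% of cells.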

Other observations

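Of 12 plasma cell genes, 9 were listed in both replicates, and 7 were present in at least 10% of cells of both. Among these 7 were the transcription factors IRF4 (96.0% and 75.4% of cells), PRDM1 (86.1% and 70.8%), and XBP1 (95.2% and 83.5%), and FKBP11 (93.0% and 73.0%). TNFRSF17 (18.3% and 8.58%) and JCHAIN (1.95% and 2.56%) missed this limit. Of 13 B cell genes, 1 was present at this limit in both replicates, the invariant chain CD74 (97.8% and 92.6%). CIITA, HLA-DRA, and VPREB3 were each in under 15% of cells. Of 12 immunoglobulin chains, only the light chain IGKC was (99.9% and 98.4%). At the same limit were 9 of 12 NF-kB targets, led by NFKBIA (98.3% and 92.3%), 11 of 12 genes of the unfolded protein response, among them ATF4 (99.97% and 97.3%), all 16 S phase and all 16 G2/M genes, and 7 of 9 stress and RNA quality genes. Of the preset lists, 1 is not reported here. No marker of T and NK cells (9 genes), myeloid cells (10), or epithelial, stromal, and erythroid cells (12) reached 10% in both replicates. Among those listed for both, CD3E was the highest, in 4.14% and 1.91% of cells.

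Between cells with and without a lytic count, the human genes whose detection differed most were KCNN4 (53.2% against 38.1% of cells in replicate 1, 48.4% against 38.6% in replicate 2), CHIC2, WDR83, BLVRB, ADGRE1, IRF2BP2, the chemokine CCL3 (57.3% against 49.9%, 34.7% against 23.9%), CD52, RASGRP3, and IER3. All 10 were higher with a lytic count, and the median of 13951 genes differed by 0.680 and 0.364 percentage points in the same direction. Cells with a lytic count also had more genes detected, 5311 against 5114 and 4122 against 3994. These differences were not tested, since cells are not replicates.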
